A study of Mus musculus with 43 samples.

How the data were processed

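Mouse intestinal organoids (C57BL/6) were measured by bulk RNA-seq and by ATAC-seq in 6 groups of 3 libraries each, 18 libraries per assay. The groups were non-irradiated organoids at day 7 (D7), organoids given 4 Gy on day 4 and collected at D7, and organoids given 4 Gy on day 4 and collected at day 11 (D11), each treated on day 6 for 24 h with vehicle or with 2 ng/mL TGFB1. Single-cell RNA-seq covered 4 libraries of irradiated D8 organoids (1 ng/mL TGFB1 for 6, 15 or 24 h, or vehicle, called 0 h) and 3 libraries of sorted Ki67-RFP+ crypt cells (1 from a non-irradiated mouse and 2 taken 56 h after 12 Gy). Groups and replicate numbers were taken from the labels, and 0 columns of the 3 expression tables were left unmapped.

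The RNA values deposited by the authors are FPKM, in 1 table per condition (3 tables of 23951 genes, 6 libraries each). Upper quartiles were nearly equal between the libraries of a table (12.4 to 12.9 FPKM over all 18). This was read as scaling between libraries, but similar libraries could also give it, and it was not tested. The quantification tool and the genome build are not given in the sources used here, and no read counts were used here. The absolute read depth is therefore unknown. Low values moved in steps, as whole reads give: among 681 to 939 genes under 0.1 FPKM in both libraries, 10.5 to 23.5% of the ratios to vehicle replicate 1 of the table lay within 0.05 log2 units of the commonest ratio, 5.11 to 11.3% within the same distance of 2 times that ratio or its inverse counterpart, and 0.913 to 3.24% midway between. By these steps a read was worth 0.870 to 1.09 times as much FPKM as in that library, so the scaled depths within a table were close to each other. ATAC peaks were deposited as 1 list per library with a −log10 q score per peak, which the authors obtained, per the file names, with Picard, MACS2 at q 0.05 and subtraction of a blacklist. Every peak was a window of 601 bp, and the build is not given in the sources used here. The single-cell matrices deposited by the authors hold expected counts of UMIs over 54307 gene rows, with fractional values where a UMI was shared between genes. Fractional entries held 9.12, 8.67, 9.35 and 12.0% of the UMIs at 0, 6, 15 and 24 h, and 14.4, 22.0 and 20.6% in the non-irradiated and the 2 irradiated Ki67-RFP libraries. Per the labels, PIPseq T2 chemistry was used for the single-cell libraries.

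Comparisons, tests, thresholds, gene lists, naming rules and most alternatives were fixed before the data were examined. FPKM were analysed as log2(FPKM + 1) with limma 3.58.1 (limma-trend with robust empirical Bayes, R 4.3.3), per table, over genes with a mean of at least 1 FPKM in the libraries fitted. Calls are genes with a Benjamini-Hochberg adjusted p under 0.05, two-sided. The interaction of irradiation with TGFB1 used the 12 D7 libraries and that of day with TGFB1 the 12 irradiated libraries. A factor common to a whole table cancels in these terms for genes well above the added 1 FPKM, but only in part for genes near it. Vehicle libraries of different tables were compared as levels only, without a test. Gene lists (regenerative, TGFB response, YAP target, stem, proliferation, enterocyte, Paneth, goblet, enteroendocrine, tuft, p53 target, immune and mesenchymal) were tested with fry, two-sided and adjusted over lists and contrasts, with camera (preset correlation 0.01, and estimated correlation) as alternatives. Correlations of effects between tables or assays run across genes, which are not independent replicates, and carry no p.

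ATAC peaks of all 18 libraries were merged with bedtools 2.31.1 into regions. A library has a region when a peak of it overlaps it by at least 1 bp. A region is gained when all 3 libraries of the first group and none of the second have it, and lost in the reverse case. Numbers of peaks and Jaccard indices were compared by exact permutation, two-sided, whose smallest p for 3 against 3 is 0.1. Links between regions and genes, and motifs, were not analysed here, since the build is unknown and no genome sequence was used here.

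Cells with at least 500 UMIs, at least 250 genes and at most 20% mitochondrial UMIs were kept (37 mitochondrial genes). Values of a library are CPM of the summed UMIs of its kept cells, with exact Poisson intervals (95%, counting error only). Shares of cells with a UMI of a gene were taken after thinning each cell to 2000 UMIs, with exact binomial intervals (Clopper-Pearson, 95%). Only 3 cells of the 6 h library had fewer UMIs and were left out of the thinned shares. Cells of each experiment were clustered with scanpy 1.11.5 (2000 variable genes, 30 principal components, 15 neighbours) and leidenalg 0.10.2 (resolution 0.6). A cluster took the class of the marker list with the highest median fold over the other cells, if at least 2 (a limit set after the data were seen) and if at least 3 markers were detected. Cells of unnamed clusters made up 29.7, 20.5, 38.8 and 56.1% at 0, 6, 15 and 24 h and 29.0, 56.1 and 41.1% in the non-irradiated and the irradiated Ki67-RFP libraries 1 and 2. No class shares are compared between libraries, because defining genes changed with treatment. Doublets were scored with Scrublet and kept. The irradiated and non-irradiated Ki67-RFP libraries were compared with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) on UMI sums rounded to whole numbers. This fit has 1 residual degree of freedom, from the irradiated pair, and the lone non-irradiated library is assumed to vary like that pair. Medians of the log2 ratios of a list (pseudocount 1 CPM, genes with at least 20 summed UMIs) were set beside 10000 random lists of equal size matched in 20 expression bins. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

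Genes were named by a rule. For each RNA contrast these were the 5 largest rises and the 5 largest falls among called genes with a mean of at least 5 FPKM and no overlap between groups. For each interaction these were the 3 largest in each direction with a mean of at least 5 FPKM. For the time course these were the 5 largest rises and falls at 24 h among genes with at least 50 CPM in the higher library. For the Ki67-RFP cells these were the 5 largest called in each direction with at least 50 CPM in the higher group and the same direction in both irradiated libraries. A panel was also read in each of these comparisons, with Clu, Anxa1, Ly6a, Lgr5, Olfm4, Smad7, Fabp1, Lyz1 and Mki67. Some genes of the panel and of these rules are not reported here. A region was named when present in all 9 TGFB1 and no vehicle library. Other genes and clusters named in the closing part were chosen after their values were seen.

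The tests were tested on simulated data. With 50 genes changed at each fold, limma recovered 62, 64 and 4% of 1.2-fold changes, 94, 86 and 44% of 1.5-fold changes and 98, 94 and 86% of 2-fold changes at the spread of the D7 non-irradiated, D7 irradiated and D11 tables, and called 6, 1 and 5 unchanged genes. Of 200 regions made specific to one group, 171 were recovered (85.5%), and 233 others of the 29787 regions were called. In the Ki67-RFP design with a dispersion of 0.05, edgeR recovered 4% of 2-fold, 66% of 4-fold, 88% of 8-fold and 90% of 16-fold changes over 15994 genes, with 4 unchanged genes called.

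Alternatives were a pseudocount of 0.1 FPKM, no filter or at least 5 FPKM, median-ratio scaling, quantile normalization, all 18 libraries in one fit, the replicate number as a block, non-robust limma, a fold change of at least 2, camera, the 50% of peaks with the higher scores, equal numbers of peaks per library, at least 2 of 3 libraries, DESeq2 1.42.0 on the rounded sums, RLE factors, library totals, no filter, all barcodes, at most 10% mitochondrial UMIs, doublets removed, means over cells, thinning to 1000 UMIs or none, Leiden resolutions of 0.3 and 1.2, and leaving out each replicate. A stricter overlap, chromosomes 1 to 19 alone, UMIs rounded down to whole numbers, and the reading of FPKM steps were added after the data were seen.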

Results

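The series measured what TGFB1 does to mouse intestinal organoids with and without irradiation, beside crypt cells of irradiated mice. Bulk RNA-seq and ATAC-seq each covered 18 libraries, 3 with vehicle and 3 with 2 ng/mL TGFB1 (24 h from day 6) for each of 3 conditions. These were non-irradiated organoids at day 7 (D7 non-IR), organoids given 4 Gy on day 4 and collected at day 7 (D7 IR), and such organoids collected at day 11 (D11). Single-cell RNA-seq covered irradiated D8 organoids after 0, 6, 15 and 24 h of 1 ng/mL TGFB1 (1 library each) and Ki67-RFP+ crypt cells from a non-irradiated mouse (1 library) and 56 h after 12 Gy (2 libraries). The RNA libraries summed to 447728 to 621996 FPKM, with 11040 to 11361 genes above 1 FPKM and 8285 to 8708 genes listed at 0. Their read depth is unknown, but the steps of the lowest values put the scaled depths within a table close together (a read was worth 0.870 to 1.09 times as much FPKM as in vehicle replicate 1). The median coefficient of variation of genes with at least 10 FPKM was 3.14% (vehicle) and 3.68% (TGFB1) in D7 non-IR, 3.25 and 4.17% in D7 IR, and 8.30 and 5.42% at D11. ATAC lists held 20452 to 49291 peaks per library. The organoid single-cell libraries kept 2932, 4283, 2890 and 2218 cells at 0, 6, 15 and 24 h with medians of 8202, 6709, 7805 and 10441 UMIs. Their totals were 2.73e+07, 3.24e+07, 2.63e+07 and 3.06e+07 UMIs. The Ki67-RFP libraries kept 1846 cells (non-IR), 719 (IR replicate 1) and 699 (IR replicate 2) with medians of 11969, 14399 and 13500 UMIs. Their totals were 2.58e+07, 1.37e+07 and 1.23e+07 UMIs. Scrublet called 0.275 to 2.12% of barcodes doublets.

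The first question was which genes TGFB1 changed in non-irradiated organoids at D7. limma called 7732 of 11330 genes (Benjamini-Hochberg adjusted p under 0.05), 3776 higher and 3956 lower with TGFB1, and 8032 genes had an unadjusted p under 0.05. Requiring a change of at least 2-fold moved this count most, to 956 genes (625 higher, 331 lower). Clu rose from 47.7 ± 4.11 to 1768 ± 37.2 FPKM (SD, n = 3, log2 change 5.19, limma adjusted p 2.52e-12). Anxa1 rose from 19.8 ± 0.508 to 341 ± 13.7 FPKM (SD, n = 3, 4.04, limma adjusted p 6.91e-13). Mki67 fell from 47.1 ± 1.04 to 22.1 ± 0.642 FPKM (SD, n = 3, log2 change −1.06, limma adjusted p 1.68e-09). In this and the next paragraph, log2 changes are of FPKM + 1, so those of genes near 0 FPKM in one group depend on the added 1. The 5 largest rises were Ctrb1 (log2 change 7.01, mean 2.26 to 414 FPKM), Cym (5.50, vehicle 0, 0.0284 and 0.0559 FPKM, TGFB1 60.4, 39.2 and 40.0 FPKM), Gkn3 (5.25, 2.68 to 135 FPKM), Lama3 (5.24, 0.555 to 57.9 FPKM) and Mir6340 (5.20, TGFB1 95.1, 9.67 and 47.2 FPKM, vehicle at most 0.00183 FPKM). Mir6340 is a short RNA, whose FPKM are uncertain. The 5 largest falls were Ces1f (−3.52, 27.1 to 1.45 FPKM), Gstm3 (−3.32, 224 to 21.5 FPKM), Klhl23 (−3.30, 38.4 to 2.99 FPKM), Ces1d (−3.15, 33.0 to 2.82 FPKM) and Otc (−2.94, 58.7 to 6.78 FPKM). limma adjusted p of these 10 genes ran from 2.52e-12 (Lama3) to 0.00787 (Mir6340), and each was separated in all 3 against all 3 libraries. Of the other panel genes, Ly6a (log2 change 1.15, 131 to 292 FPKM) and Smad7 (2.26, 3.51 to 20.7 FPKM) rose. Lgr5 (−0.38, 105 to 80.0 FPKM), Olfm4 (−2.26, 373 to 77.2 FPKM) and Fabp1 (−1.30, 683 to 277 FPKM) fell. The largest limma adjusted p of these was 5.43e-05 (Ly6a). Lyz1 went from 1667 to 1529 FPKM (−0.13, limma adjusted p 0.00628), and this call was lost with all 18 libraries in one fit (adjusted p 0.330, from 0.000148 to 0.330 over the alternatives).

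In irradiated organoids at D7, limma called 8495 of 11258 genes (Benjamini-Hochberg adjusted p under 0.05; 4031 higher, 4464 lower), 1484 of them at least 2-fold (877 higher, 607 lower). Clu rose from 191 ± 15.3 to 3968 ± 165 FPKM (SD, n = 3, log2 change 4.37, limma adjusted p 1.07e-11). Mki67 fell from 56.6 ± 1.34 to 11.4 ± 1.503 FPKM (SD, n = 3, −2.23, limma adjusted p 4.26e-09). The largest rises were Cym (7.42, mean 0.294 to 223 FPKM), Pyy (7.34, 1.27 to 368 FPKM), Ctrb1 (5.20, 70.4 to 2612 FPKM), P2rx2 (5.12, 1.61 to 89.0 FPKM) and Aldh1a3 (4.98, 0.359 to 42.1 FPKM). The largest falls were Rbp7 (−4.21, 28.8 to 0.616 FPKM), Aqp4 (−3.06, 19.2 to 1.42 FPKM), Rgcc (−2.77, 35.2 to 4.31 FPKM), Lipg (−2.75, 23.2 to 2.59 FPKM) and the short RNA Snora52. Snora52 had 15.1, 30.5 and 46.3 FPKM with vehicle and 0 FPKM listed in all 3 TGFB1 libraries (uncertain as a short RNA). limma adjusted p of these 10 genes ran from 5.44e-12 (Ctrb1) to 0.000435 (Snora52), with all 3 libraries on the same side. Anxa1 (3.75, 14.5 to 209 FPKM), Ly6a (0.75, 29.0 to 49.5 FPKM), Smad7 (2.11, 2.76 to 15.2 FPKM) and Lyz1 (0.62, 1919 to 2938 FPKM) rose. Lgr5 (−1.21, 21.8 to 8.85 FPKM) and Olfm4 (−1.45, 666 to 244 FPKM) fell, with limma adjusted p of at most 3.17e-06 (Lyz1). Under quantile normalization Lyz1 was not called (log2 change 0.04, adjusted p 0.416, from 1.96e-06 to 0.416 over the alternatives). Fabp1 did not pass (3731 and 3987 FPKM; 0.10, limma adjusted p 0.0687). It was called higher with median-ratio scaling (0.10, adjusted p 0.0443) and lower with quantile normalization (−0.53, adjusted p 6.81e-07, up to 0.624 over the alternatives), so its direction is not fixed.

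At D11, after the 24 h of treatment had ended, limma called 7335 of 11479 genes (Benjamini-Hochberg adjusted p under 0.05; 3713 higher, 3622 lower), 1574 of them at least 2-fold (651 higher, 923 lower). Clu went from 78.6 ± 6.68 to 3938 ± 396 FPKM (SD, n = 3, log2 change of FPKM + 1 5.63, limma adjusted p 2.18e-09). Mki67 did not differ detectably (58.6 ± 10.2 and 57.6 ± 7.03 FPKM; SD, n = 3; −0.02, limma adjusted p 0.903), and the sign of this value changed between alternatives. Besides Clu, the largest rises were Cym (7.94, vehicle 0, 0.304 and 0.575 FPKM, TGFB1 389.5, 253 and 303 FPKM), Isx (6.17, mean 0.0856 to 77.2 FPKM), Krt4 (5.71, 0.752 to 89.3 FPKM) and Anxa8 (5.51, 1.96 to 129 FPKM). The largest falls were Myl9 (−5.03, 75.2 to 1.296 FPKM), Fbp1 (−4.20, 106 to 4.91 FPKM), Ndufa4l2 (−3.98, 28.4 to 1.05 FPKM), Pbld1 (−3.81, 25.3 to 0.874 FPKM) and the short RNA Snora34 (67.4, 69.2 and 69.5 FPKM with vehicle, listed at 0 in all 3 TGFB1 libraries; uncertain as a short RNA). limma adjusted p of these 9 genes ran from 1.02e-10 (Snora34) to 0.000469 (Ndufa4l2), with the groups separated in every case. Anxa1 (4.59, 10.6 to 279 FPKM), Ly6a (2.37, 47.2 to 248 FPKM), Olfm4 (0.94, 238 to 450.4 FPKM), Smad7 (0.89, 2.62 to 5.70 FPKM) and Lyz1 (0.76, 1066 to 1818 FPKM) were higher. Lgr5 (−0.99, 59.0 to 29.2 FPKM) and Fabp1 (−0.99, 938 to 450.6 FPKM) were lower, with all 3 libraries on the same side and limma adjusted p of at most 0.00562 (Fabp1).

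**Figure D1:**
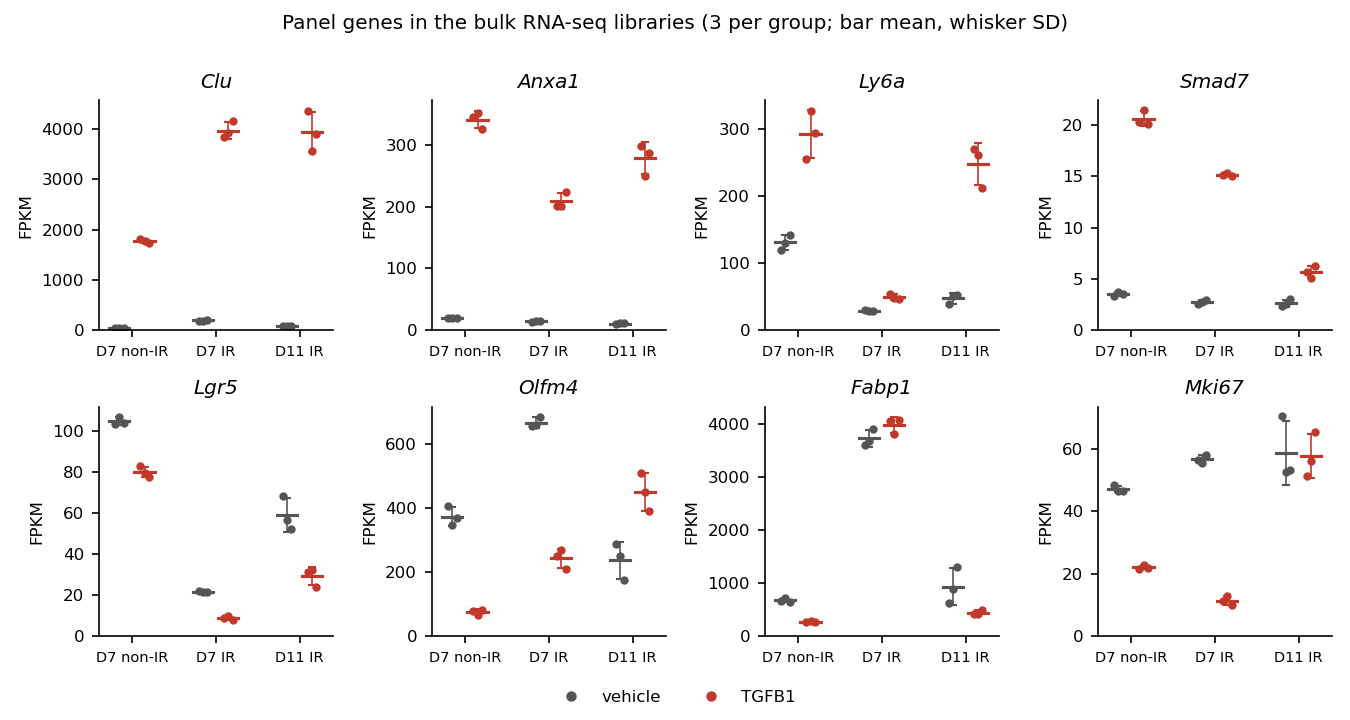
FPKM (vertical axes, linear) of 8 panel genes in each bulk RNA library by table, with points for libraries, bars for means and whiskers for SD (n = 3; vehicle grey, TGFB1 red). Clu is highest with TGFB1 in the irradiated tables (3968 and 3938 FPKM), while Mki67 falls with TGFB1 in both D7 tables (22.1 and 11.4 FPKM) and overlaps vehicle at D11.

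Whether irradiation changed the effect of TGFB1 at D7 was tested with the interaction term over 12 libraries. limma called 6061 of 11411 genes (Benjamini-Hochberg adjusted p under 0.05; 2888 with a higher and 3173 with a lower TGFB1 effect after irradiation), 500 of them with effects at least 2-fold apart. Pyy (interaction log2 4.21, 3.79 to 40.5 FPKM without and 1.27 to 368 FPKM with irradiation) and Nos2 (3.15, 10.2 to 2.55 and 3.99 to 13.1 FPKM) were among the largest positive terms. Gkn3 (−3.12, 2.68 to 135 and 13.3 to 62.7 FPKM) and Sprr2f (−2.52, 2.80 to 56.7 and 8.56 to 24.2 FPKM) were among the largest negative ones. The short RNAs Mir8091 and Snora52 had the largest terms, with libraries at 0 inside groups, and are uncertain. The Clu term was −0.82 (limma adjusted p 3.10e-06) at vehicle levels of 47.7 FPKM without and 191 FPKM with irradiation, and the Mki67 term was −1.16 (limma adjusted p 1.57e-07). The Smad7 term did not pass (−0.16, limma adjusted p 0.0968), but it was called with quantile normalization (−0.26, adjusted p 0.00862, up to 0.355 over the alternatives) and without D7 IR vehicle replicate 1 (−0.19, adjusted p 0.0480). The Ly6a term (−0.40, limma adjusted p 0.0122) was lost with all 18 libraries in one fit (adjusted p 0.0578, from 0.00124 over the alternatives).

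Whether the effect on irradiated organoids differed between D7 and D11 was tested in the same way. limma called 7387 of 11456 genes (Benjamini-Hochberg adjusted p under 0.05; 3607 higher and 3780 lower at D11), 1880 of them at least 2-fold apart. Isx (5.43, D7 0.161 to 0.930 FPKM, D11 0.0856 to 77.2 FPKM), Krt4 (5.29, D7 0.608 to 1.18 FPKM, D11 0.752 to 89.3 FPKM) and Efemp1 (4.38, D7 0.106 to 0.121 FPKM, D11 0.0628 to 21.4 FPKM) gained most. Pyy (−7.13, D7 1.27 to 368 FPKM, D11 2.37 to 2.75 FPKM) was among those that lost most, beside Snora34, which was listed at 0 in all 3 D7 vehicle and 2 of the D7 TGFB1 libraries (the other at 73.7 FPKM). Mki67 had a term of 2.21 (limma adjusted p 1.21e-07) and Smad7 of −1.22 (limma adjusted p 1.40e-06). Terms of Lgr5 (0.22, limma adjusted p 0.241) and Lyz1 (0.15, 0.501) did not pass. Lgr5 passed without D11 TGFB1 replicate 3 (0.35, adjusted p 0.0420, up to 0.467 without other libraries). Quantile normalization brought in Lyz1 (1.03, adjusted p 0.0131, up to 0.558 over the alternatives). It removed the call of Fabp1, whose term was −1.09 (limma adjusted p 0.00290; with it −0.23 and 0.456, from 0.000618 over the alternatives).

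Across genes, which are not independent replicates, the log2 changes of D7 non-IR and D7 IR had a Pearson r of 0.767 (Spearman 0.723, 10891 genes), those of D7 non-IR and D11 0.569 (0.509, 11043 genes) and those of D7 IR and D11 0.441 (0.335, 11053 genes). Of genes called in both tables, 90.2% of 6228, 80.4% of 5082 and 67.6% of 5505 had the same direction, and 610, 998 and 1781 were called in opposite directions. At least 2-fold and in the same direction in all 3 tables were 262 higher and 68 lower genes of 10823 genes tested in each. Irradiation alone was read only as levels, by choice, because the D7 vehicle libraries lie in separate tables. Of 11235 genes, 902 were at least 2-fold higher and 836 at least 2-fold lower in IR vehicle with no overlap (3 against 3 libraries separate by chance in 10% of genes), at a median log2 ratio of −0.03. Clu was higher (47.7 and 191 FPKM), as was Fabp1 (683 and 3731 FPKM), and Ly6a (131 and 29.0 FPKM) and Lgr5 (105 and 21.8 FPKM) were lower. List medians were 1.98 for enterocyte (12 of 12 genes higher), −1.16 for Paneth, −0.72 for YAP target, −0.54 for regenerative, −0.35 for TGFB response, 0.35 for enteroendocrine, −0.22 for p53 target, 0.18 for goblet, −0.13 for proliferation, 0.13 for tuft and −0.07 for stem. They were −4.12 and −0.10 for the only genes of the immune and mesenchymal lists.

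Gene lists fixed before the data were examined gave medians of log2 change with TGFB1 in D7 non-IR, D7 IR and D11. These were 1.95, 2.04 and 1.89 for regenerative (19 of 20, 20 of 21 and 19 of 21 genes called higher, 1 lower in D7 non-IR) and 1.82, 2.24 and 1.11 for TGFB response (13 of 15, 14 of 16 and 13 of 16 higher, 1, 1 and 2 lower). They were 0.77, 1.26 and 1.102 for YAP target (15 of 16, 16 of 16 and 10 of 15 higher, 1, 0 and 2 lower) and −0.81, −1.70 and 0.08 for proliferation (9 of 12 and 12 of 12 lower and 1 and 0 higher at D7, 3 of 12 higher at D11). Medians for cell types were −1.35, 0.05 and −0.85 (enterocyte), −0.16, 0.75 and 0.70 (Paneth) and −0.61, −0.59 and −0.28 (goblet). They were −0.10, 0.80 and −0.96 (enteroendocrine), 0.28, 0.84 and −0.32 (tuft), and 0.03, −0.52 and 0.14 (stem). The p53 target list had 0.07, 0.58 and 0.75. The single measured immune gene had 1.63 and 1.25 at D7 and none passed the filter at D11, and the single mesenchymal gene had 0.01, 0.22 and −1.34. Adjusted over the list alone, counts differed from these for TGFB response in D7 IR (15 higher), proliferation at D11 (1 higher) and, in the interaction with day, YAP target (9 against 8 lower), enterocyte (10 against 9 lower) and enteroendocrine (1 against 0 higher). limma's fry gave an adjusted p under 0.05 in 28 of 38 tests, among them the regenerative list in each table (adjusted p 3.22e-06, 1.38e-05 and 3.84e-05). fry asks whether the genes of a list changed at all, and camera whether they changed more than the other genes. With 68.2, 75.5 and 63.9% of all genes called in D7 non-IR, D7 IR and D11, a fry call alone does not set a list apart. The enterocyte list in D7 IR was called by fry (adjusted p 0.00331) with 5 genes higher and 5 lower, but not by camera with the preset correlation (0.717). Camera with the preset correlation called 21, all called in the same direction by fry, and camera with the estimated correlation, which moved these calls most, called 0. In the interactions fry called 22 of 26, camera 13 and camera with the estimated correlation 0. The stem list had a positive median but a negative fry direction in D7 non-IR (median 0.03, mean 0.18, adjusted p 0.0602) and at D11 (0.14, mean 0.01, adjusted p 0.895). Signs also differed for the regenerative list in the interaction with day (median −0.26, mean 0.21, fry up), goblet in that with irradiation (−0.08, mean 0.12, up) and Paneth in that with day (−0.06, mean 0.01, down), none of which fry called.

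**Figure D2:**
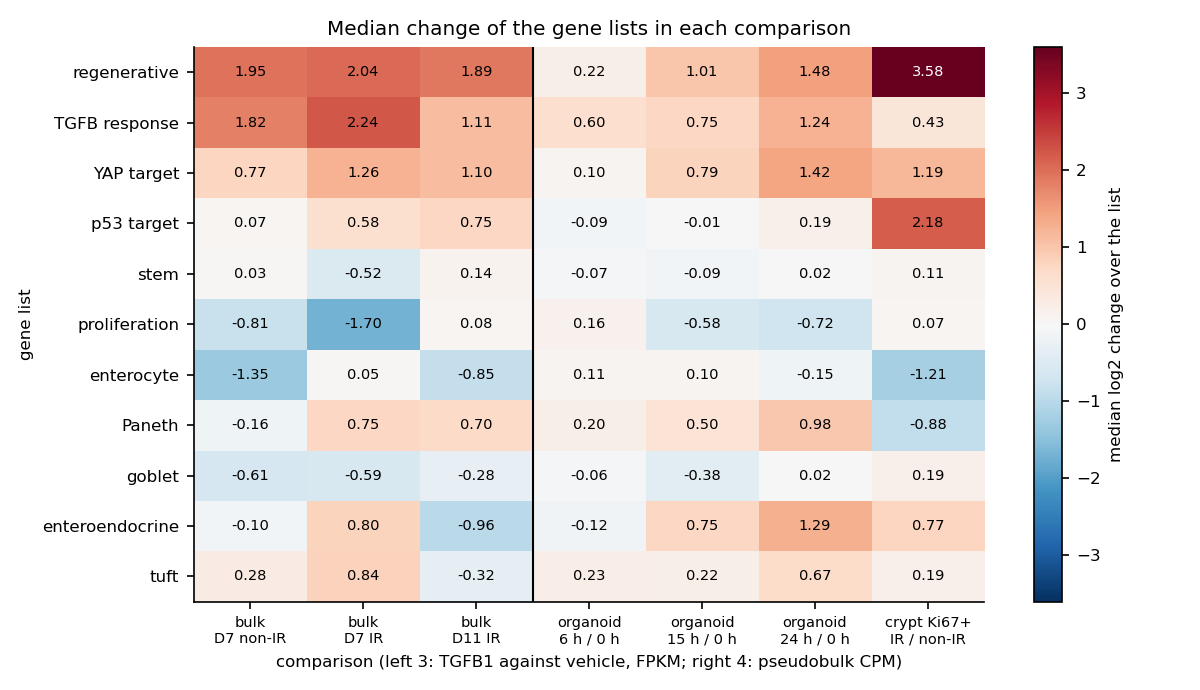
Median log2 change over each gene list (colour and printed value) for TGFB1 against vehicle in the 3 bulk RNA tables and for ratios of single-cell libraries. The regenerative list is positive in all 7 columns, from 0.22 at 6 h to 3.58 in Ki67-RFP+ cells, and proliferation is lowest in D7 IR (−1.70).

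ATAC libraries addressed whether accessible regions changed. Peaks per library were 28296 ± 649 with vehicle and 32343 ± 5982 with TGFB1 in D7 non-IR, 24800 ± 1580 and 23205 ± 4237 in D7 IR, and 40522 ± 9326 and 33422 ± 4431 at D11 (SD, n = 3). TGFB1 changed the mean by 4047 (14.3%), −1595 (−6.43%) and −7100 (−17.5%) peaks with exact permutation p of 0.2, 0.6 and 0.3 (two-sided). IR against non-IR vehicle at D7 differed by −3496 peaks (−12.4%), and D11 against D7 IR vehicle by 15722 peaks (63.4%), both with exact permutation p of 0.1, the smallest that 3 against 3 can give. The replicate 2 list of D7 non-IR TGFB1 held no X, Y or mitochondrial peaks (19 sequence names against 22). The 18 lists merged into 61521 regions (median 695 bp), 11329 of them in all libraries. TGFB1 gained 804 and lost 200 regions in D7 non-IR, 456 and 755 in D7 IR, and 683 and 1565 at D11. IR vehicle gained 121 and lost 879 against non-IR vehicle, and D11 gained 3635 and lost 43 against D7. Among 29787 simulated regions the same rule called 233 that had not been made specific to a group. The counts of 200, 121 and 43 lie below this, so they may hold no more than such calls. Among the alternatives with all libraries, the D7 non-IR counts moved most where 2 of 3 libraries sufficed, to 3003 gained and 871 lost. With equal numbers of peaks per library, gained and lost were 357 and 312 in D7 non-IR, 572 and 562 in D7 IR and 746 and 743 at D11. They were 253 and 433 for irradiation and 755 and 454 for D11 against D7. Equal numbers push gained and lost towards balance by construction. Jaccard indices within groups exceeded those between groups by 0.0287 in D7 non-IR, 0.0421 in D7 IR, 0.0539 at D11, 0.0345 for irradiation and 0.102 for D11 against D7, each at an exact permutation p of 0.1. D7 non-IR and D7 IR shared 40 gained and 12 lost regions, D7 non-IR and D11 49 and 38, and D7 IR and D11 17 and 37, with 5, 15 and 15 in opposite directions. 1 region was present in all 9 TGFB1 and no vehicle libraries, on chromosome 4 from 97775100 to 97776194 (1095 bp), in coordinates of a build not given in the sources used here, and 2 were in all 9 vehicle and no TGFB1 libraries.

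**Figure D3:**
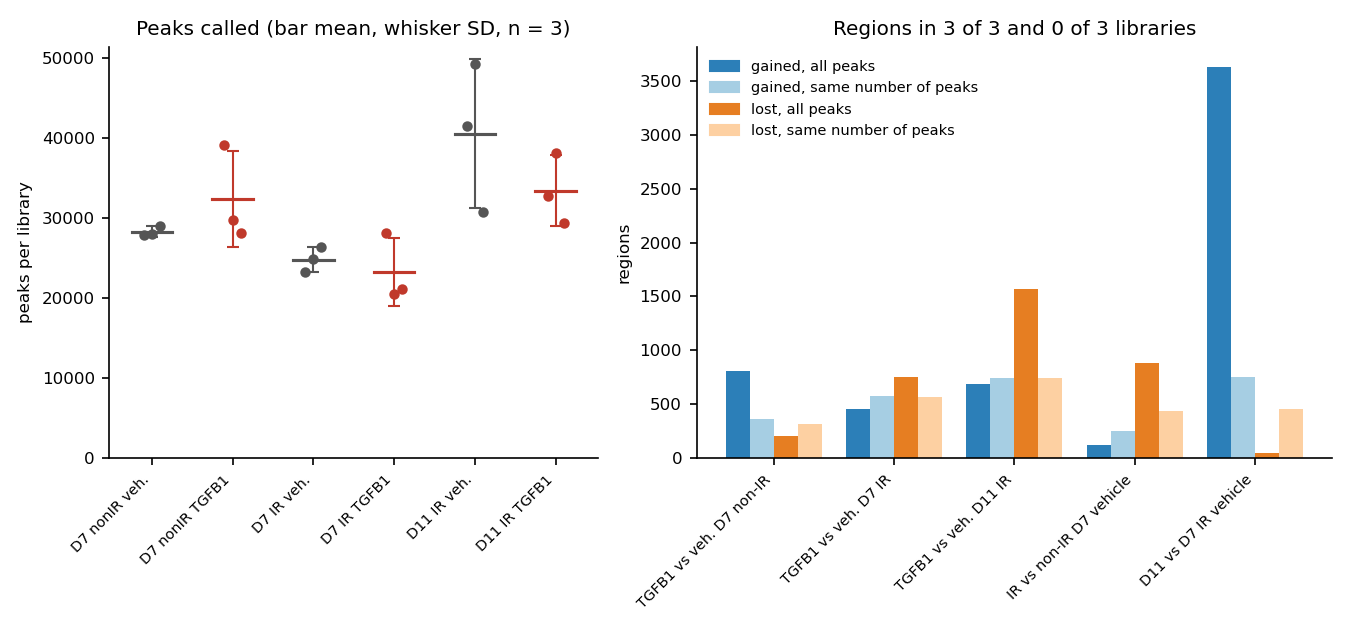
Peaks per library (left; bars are means, whiskers SD, n = 3) and numbers of regions gained or lost in 5 contrasts (right; dark bars use all peaks, light bars equal numbers per library). D11 vehicle holds the most peaks (40522 on average), and the 3635 regions gained from D7 to D11 become 755 with equal numbers of peaks.

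The time course asked how the response unfolds over 24 h in single cells. With 1 library per time point nothing was tested, and intervals are exact Poisson intervals of counting error only. Clu was at 13.3 (12.0 to 14.8), 67.8 (65.0 to 70.7), 325 (318 to 332) and 773 (763 to 783) CPM at 0, 6, 15 and 24 h, 58.1-fold at 24 h (52.4 to 64.6). Taking the mean over cells in place of the summed UMIs moved its log2 ratio at 24 h from 5.86 to 5.43. Smad7 rose from 14.7 to 30.2, 37.6 and 40.5 CPM (2.76-fold at 24 h, 2.46 to 3.096). Anxa1 had 3.25, 4.01, 31.1 and 98.2 CPM (30.2-fold, 24.4 to 37.7). Tnfrsf11b had 0.219, 2.74, 18.5 and 50.1 CPM (228-fold, 105 to 623) and Cym 0.110 (3 counts), 3.76, 21.7 and 102 CPM (933-fold, 319 to 4529). Gm25829, the remaining large rise (63.3, 22.4, 147 and 1362 CPM), and the 5 largest falls, Gm28661 (87.8, 178, 89.7 and 5.78 CPM), Gvin-ps3 (63.5, 16.6, 14.8 and 10.9 CPM), Gm10925 (53.4, 121, 58.4 and 9.96 CPM), Gvin-ps1 (284, 119, 84.8 and 55.3 CPM) and Gvin2 (67.2, 22.6, 19.5 and 13.8 CPM), are predicted genes, pseudogenes or members of gene families. Shared reads leave them uncertain except for Gvin-ps1, of whose UMIs 9.66, 4.79, 4.56 and 4.76% were in fractional values at 0, 6, 15 and 24 h. Gm25829 also had the highest fold in a cluster led by small nuclear RNAs. That cluster held 0.989, 1.94 and 17.3% of cells at 0, 15 and 24 h. The rise of Gm25829 cannot be told apart from the growth of that cluster. Ly6a had 2.01, 0.493, 2.62 and 7.15 CPM (3.58-fold at 24 h, 2.63 to 4.87). Mki67 went from 125 CPM to 144, 83.6 and 59.8 CPM and Olfm4 from 1965 to 2169, 2241 and 1626 CPM. Lgr5 went from 35.8 to 23.4, 30.5 and 37.1, Fabp1 from 8377 to 9067, 8917 and 5857, and Lyz1 from 80.2 to 81.6, 132 and 207 CPM. Of the Lgr5 UMIs, 18.1, 17.5, 20.4 and 37.9% were in fractional values. For Fabp1 at 15 h the direction against 0 h reversed with the mean over cells (log2 −0.0517).

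**Figure D4:**
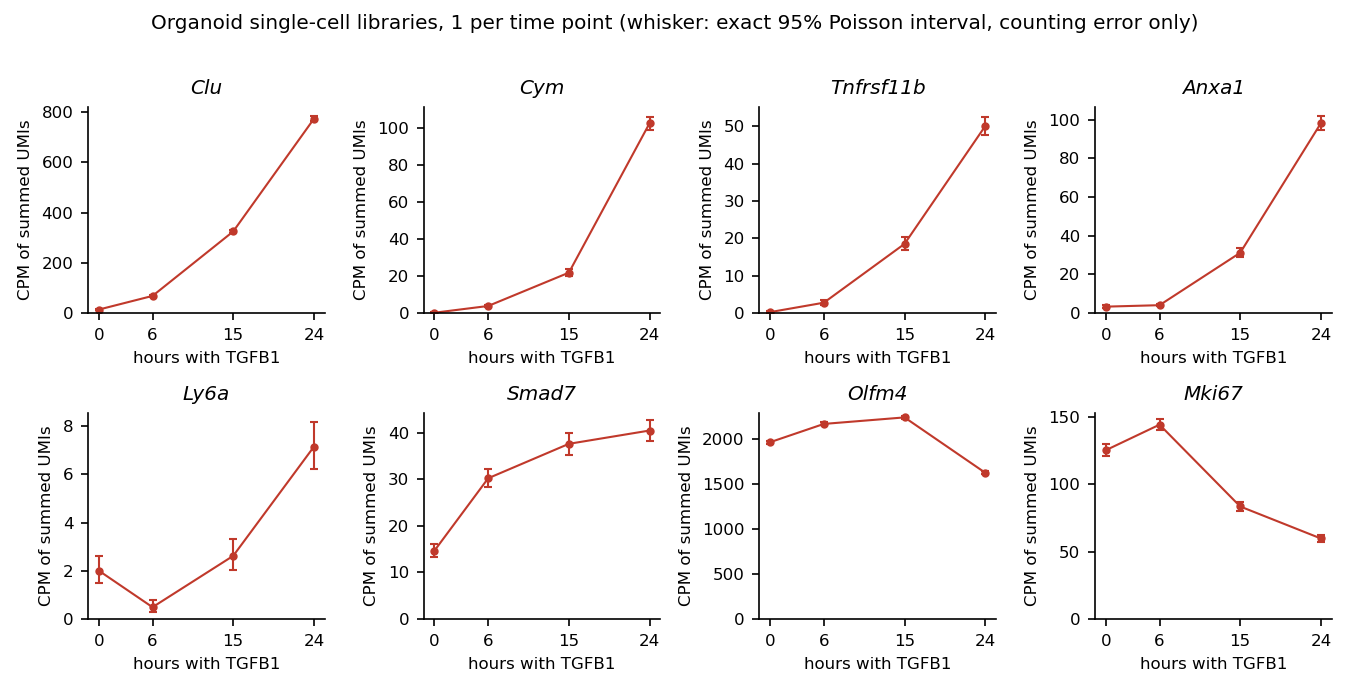
CPM of summed UMIs (vertical axes, linear) against hours with TGFB1 for 8 genes in the organoid libraries, 1 library per point, with exact Poisson intervals. Clu climbs at each time point to 773 CPM, while Mki67 peaks at 6 h (144 CPM) and ends at 59.8 CPM.

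After thinning to 2000 UMIs per cell, cells with a Clu UMI made up 1.81% (1.36 to 2.36), 8.55% (7.73 to 9.43), 26.5% (24.9 to 28.2) and 41.7% (39.7 to 43.8) at 0, 6, 15 and 24 h (exact binomial, Clopper-Pearson intervals; 3 cells of the 6 h library left out), and 6.28, 18.8, 46.1 and 70.5% unthinned. At 15 h, 55.0% (50.6 to 59.3) of stem-like and 6.87% (4.91 to 9.31) of enterocyte-like cells had a Clu UMI, at median depths of 7034 and 7167 UMIs before thinning. Free RNA was read from Tff3, found in 78.8 to 84.4% of goblet-like cells and in 8.04 to 15.0% of the other named classes over the 4 libraries. Cells with an Mki67 UMI made up 15.6, 19.7, 11.1 and 7.30% thinned and 34.5, 37.6, 24.0 and 20.96% unthinned.

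The regenerative list had median log2 ratios to 0 h of 0.22, 1.01 and 1.48 at 6, 15 and 24 h (13, 21 and 21 of 21 genes above 0), at percentiles 99.97, 100 and 100 of random lists. The mean over cells gave 0.0393 at 6 h. Medians at 6, 15 and 24 h were 0.60, 0.75 and 1.24 for TGFB response, 0.10, 0.79 and 1.42 for YAP target and 0.16, −0.58 and −0.72 for proliferation. They were −0.12, 0.75 and 1.29 for enteroendocrine, 0.20, 0.50 and 0.98 for Paneth and 0.23, 0.22 and 0.67 for tuft. For the remaining lists they were 0.11, 0.10 and −0.15 for enterocyte, −0.07, −0.09 and 0.02 for stem, −0.06, −0.38 and 0.02 for goblet, −0.09, −0.01 and 0.19 for p53 target and 0.10, 0.12 and 0.43 for mesenchymal. Medians of all genes were 0.03, 0.04 and 0.06. Mean and median differed in sign for stem at 6 and 15 h (means 0.04 and 0.15), goblet at 6 and 24 h (0.02 and −0.08), enterocyte at 24 h (0.14) and p53 target at 15 h (0.01). Genes higher with TGFB1 in the D7 IR table had medians of 0.09, 0.26 and 0.39, and those lower 0.00, −0.19 and −0.23. Across 10448 genes, which are not independent replicates, the D7 IR changes had a Pearson r of 0.373, 0.776 and 0.849 with the 6, 15 and 24 h ratios.

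The Ki67-RFP+ crypt cells were compared to read the same genes 56 h after 12 Gy. Every library held cells sorted as Ki67-RFP+, so their Mki67 level does not show how much of the crypt divided. edgeR called 5497 of 16365 genes (Benjamini-Hochberg adjusted p under 0.05; 2784 higher, 2713 lower in IR; 6998 with an unadjusted p under 0.05). This rests on 1 residual degree of freedom and on the assumption that the lone non-IR library varies like the IR pair, with a common dispersion of 0.0171. DESeq2 moved the count most, to 3029 genes, all among the 5497. With library totals alone 5003 genes were called, 66.2% of them higher against 50.6% with TMM, and the median log2 change of all genes was 0.18. Ly6a rose from 0.660 CPM (0.384 to 1.06) to 268 (259.8 to 277) and 313 (304 to 323) CPM in IR replicates 1 and 2 (log2 8.59, edgeR adjusted p 5.05e-09), and Clu from 0.272 (7 counts) to 49.8 and 74.4 CPM (7.62, edgeR adjusted p 7.73e-08). Genes with few non-IR counts are given as CPM alone. Atg9b went from 0.0776 (2 counts) to 65.8 and 96.7, Il1rn 0.116 (3 counts) to 52.4 and 80.4, and Anxa1 0.116 (3 counts) to 20.2 and 33.2 CPM (edgeR adjusted p 4.78e-08, 7.46e-08 and 4.46e-07). Rps13-ps1 (1.13 to 1232 and 888 CPM, log2 9.70) and Rps15a-ps8 (0.466 to 303 and 258 CPM, 9.04) are pseudogenes whose reads can be shared with their parents. The largest falls were Car4 (106 CPM to 0.146 and 0.486, with 2 and 6 counts), Gsdmc4 (55.2 to 0.291 and 0.324 CPM), Arg2 (352 to 1.89 and 7.05 CPM), Rdh7 (62.1 to 1.02 and 2.11 CPM) and the pseudogene Gvin-ps3 (289 to 19.95 and 11.5 CPM, log2 −4.37). Each of these genes moved the same way in both IR libraries. Smad7 was lower (27.6 to 17.3 and 17.8 CPM, −0.83, edgeR adjusted p 0.00204). Olfm4 (1641 to 740.2 and 329 CPM, −1.79, edgeR adjusted p 0.000874) and Fabp1 (1327 to 75.9 and 363 CPM, −2.78, 0.00154) were lower in both IR libraries but not called by DESeq2 (adjusted p 0.222 and 0.256, the highest over the alternatives; without a filter on low counts they were 4.40e-41 and 5.65e-89). Lgr5 (14.6 to 10.9 and 8.10 CPM, −0.79, edgeR adjusted p 0.0176), Lyz1 (243 to 153 and 197 CPM, −0.65, 0.00909) and Mki67 (180.4 to 158 and 138 CPM, −0.46, 0.0345) lost their calls with library totals (adjusted p 0.0866, 0.0831 and 0.170). Lgr5 and Mki67 also lost them with DESeq2 (0.1715 and 0.0707) and Mki67 with all deposited barcodes (0.0528), and over the alternatives adjusted p ran from 0.00112, 3.13e-05 and 0.00490. Fractional values held 24.3, 47.4 and 46.8% of the Lgr5 and 4.30, 9.77 and 43.9% of the Lyz1 UMIs in non-IR and IR replicates 1 and 2. With UMIs rounded down, an alternative chosen after seeing the data, the changes were −0.84 and −0.66 (adjusted p 0.0174 and 0.00902).

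**Figure D5:**
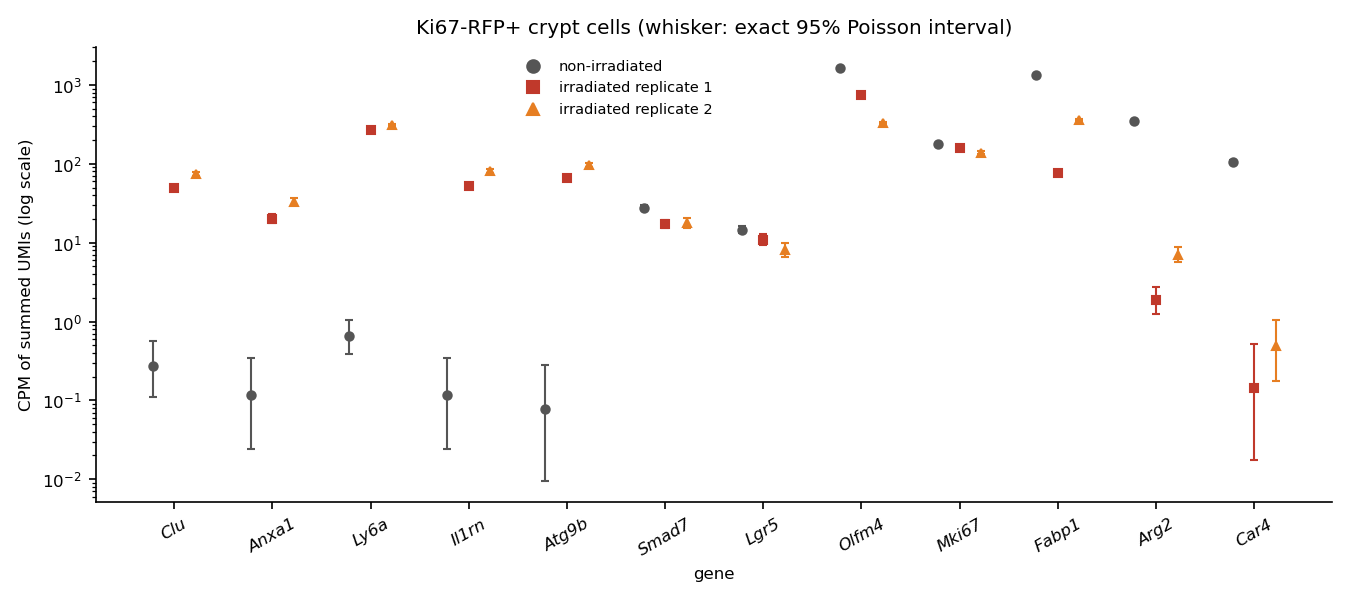
CPM of summed UMIs (vertical axis, log scale) of 12 genes in the 3 Ki67-RFP+ libraries, with exact Poisson intervals of counting error (non-IR grey, IR replicate 1 red, IR replicate 2 orange). Ly6a lies at 268 and 313 CPM after irradiation and at 0.660 CPM without it, while Car4 lies at 106 CPM without and under 0.5 CPM after irradiation.

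Thinned to 2000 UMIs, 0.108% of non-IR cells and 30.3% (27.0 to 33.8) and 29.3% (26.0 to 32.9) of IR cells had a Ly6a UMI (exact binomial, Clopper-Pearson; 0 cells left out; unthinned 0.867, 67.9 and 66.0%). Clu UMIs were in 0.108, 7.23 and 11.3% of cells (unthinned 0.379, 26.1 and 30.6%). Free RNA of Tff3 was in 9.92 and 12.1% of all IR cells outside the goblet-like class, in which 100 and 95% had it. The regenerative list had a median log2 ratio of 3.58 (19 of 19 genes above 0), 3.10 and 3.95 in IR replicates 1 and 2, and p53 target 2.18 (12 of 12). Other medians were 1.19 for YAP target, 0.43 for TGFB response, 0.07 for proliferation (0.14 and −0.0428 in replicates 1 and 2) and 0.11 for stem (mean −0.19). They were −1.21 for enterocyte (−2.21 and −0.69 in replicates 1 and 2), −0.88 for Paneth, 0.19 for goblet (0.26 and −0.0627), 0.77 for enteroendocrine (0.41 and 0.07 in the replicates), 0.19 for tuft (−0.20 and 0.54), 0.61 for immune and 0.12 for mesenchymal, against 0.12 for all genes. Since cells were sorted as Ki67-RFP+ in every library, the median of the proliferation list does not show whether irradiation changed the share of dividing crypt cells. Genes higher with TGFB1 in the D7 IR table had a median of 0.21 and those lower 0.09. Across genes, which are not independent replicates, the IR to non-IR ratios had a Pearson r of 0.425 with the TGFB1 changes of D7 non-IR, 0.264 with D7 IR, 0.485 with D11 and 0.316 with the organoid 24 h ratios (16156 genes).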

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

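The comparisons below were planned before the data were examined, and the effect of TGFB1 differed between irradiated and non-irradiated organoids, or between D7 and D11, by the interaction term of limma in each result given here. The exchanges of libraries, the comparison of cell type lists and the count of short RNAs listed at 0 were chosen only after the results were seen, and so was the use of the planned scalings as tests.

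The TGFB1 effect at D7 differed with irradiation for 6061 genes. Residuals of a model with irradiation and TGFB1 but no interaction were exchanged among the 12 libraries. As many genes were called in 1 of 100 splits, the real one, with 1 gene in the highest other. The residuals still hold the interaction as spread, which lowers the other counts, so the gap is no measure of chance. The rank argues against chance differences between independent libraries as the cause of the whole count. Exchanging the libraries themselves between the tables carries the difference between the tables into the term, so those splits (5785 genes in the highest other) decide nothing. Whether the tables were scaled separately or together is not known. A factor common to a table cancels in the term for genes well above the added 1 FPKM, but a factor that differs between libraries does not. Of the 6061 genes, 5709 were also called under quantile normalization, the smaller of the counts under other scalings. This argues against a choice among the scalings tried as the cause for most genes. Scaling to total FPKM was not tried. In D7 IR the totals were 551792 to 567534 FPKM with vehicle and 607535 to 621996 FPKM with TGFB1, so a shift of that kind stays open. A change of irradiation response in the cells is the explanation that the design names, and it stays untested. The labels give no batches of culture or library preparation. If such batches follow the tables, a TGFB1 effect that differs between them cannot be told apart from irradiation here.

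Among the largest terms (irradiated minus non-irradiated effect) were Pyy (log2 4.21, limma adjusted p 2.14e-07), Nos2 (3.15, 5.01e-11), Gkn3 (−3.12, 6.65e-05) and Sprr2f (−2.52, 2.17e-06). Nos2 fell with TGFB1 in all 3 non-irradiated and rose in all 3 irradiated libraries. Of the panel, Clu (−0.82, adjusted p 3.10e-06), Anxa1 (−0.29, 0.00310), Ly6a (−0.40, 0.0122), Lgr5 (−0.83, 8.28e-07) and Mki67 (−1.16, 1.57e-07) had negative terms, and Olfm4 (0.81, 0.000266), Fabp1 (1.40, 1.27e-09) and Lyz1 (0.74, 1.003e-06) positive ones. The terms compare ratios and not differences in FPKM. A negative term for Clu, Anxa1 and Ly6a means a smaller fold rise, for Lgr5 and Mki67 a larger fold fall, and for Olfm4 a positive term means a smaller fold fall. The call of Ly6a was lost with all 18 libraries in one fit (adjusted p 0.0578, from 0.00124 over its alternatives).

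The lists of at least 3 genes that differed with irradiation by fry were enterocyte (median of the terms 1.40, adjusted p 1.37e-07), Paneth (0.85, 4.30e-05), enteroendocrine (0.83, 6.96e-07), regenerative (0.48, 0.000583), tuft (0.44, 0.000569), p53 target (0.43, 0.000318), TGFB response (0.41, 3.50e-05), YAP target (0.36, 0.000565), stem (−0.31, 0.000438) and proliferation (−0.93, 4.11e-06). Camera with the preset correlation called 9 of these 10 (adjusted p at most 0.0315) and not tuft (0.407). With an estimated correlation between genes it called none of them (0.2099 to 0.567), so the camera calls depend on the correlation assumed between the genes of a list. fry does not compare a list with the other genes, of which 53.1% were called in this term and 64.5% in that with day. Its calls alone therefore do not set a list apart.

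The effect on irradiated organoids differed between D7 and D11 for 7387 genes. With residuals exchanged in the same way, as many were called in 1 of 100 splits, the real one, with 0 genes in the highest other. With the same limit, this rank argues against chance differences between independent libraries as the cause of the whole count. Splits of the libraries themselves (4978 in the highest other) again decide nothing. Under quantile normalization 7002 of the genes were also called, which argues against a choice among the scalings tried as the cause for most of them. Scaling to total FPKM was not tried here either. D11 libraries were collected days after the treatment had ended and the D7 libraries at its end, so time after treatment and the age of the organoids cannot be separated, and both stay open as untested.

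Isx (5.43, limma adjusted p 1.88e-11), Krt4 (5.29, 1.60e-09) and Efemp1 (4.38, 1.88e-11) had the largest positive terms (D11 minus D7 effect), and Pyy (−7.13, 6.30e-08) was among the largest negative ones. In the panel, Clu (1.26, adjusted p 2.01e-06), Anxa1 (0.83, 1.47e-05), Ly6a (1.63, 1.13e-06), Olfm4 (2.39, 7.74e-07) and Mki67 (2.21, 1.21e-07) had positive terms, and Smad7 (−1.22, 1.40e-06) and Fabp1 (−1.09, 0.00290) negative ones. The Fabp1 term was not called under quantile normalization (−0.23, adjusted p 0.456, from 0.000618 over its alternatives).

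The proliferation list differed most by its median among the lists that rose from D7 to D11 (1.75, fry adjusted p 4.37e-07). Its median was 1.71 under quantile normalization and 1.74 under median-ratio scaling, which argues against a choice among these scalings as its cause. Recovery of dividing cells after the treatment may lie behind it, but neither a later measurement nor a count of dividing cells was used here to test this. Stem (0.36, adjusted p 0.0147), goblet (0.31, 0.00259) and p53 target (0.26, 0.00204) also had positive medians, and TGFB response (−0.996, 2.20e-06), YAP target (−0.47, 0.000965), enterocyte (−0.92, 0.00360), enteroendocrine (−2.02, 2.16e-07) and tuft (−0.86, 7.60e-06) negative ones. Camera with the preset correlation did not call stem, goblet, p53 target, YAP target and tuft (adjusted p 0.205, 0.246, 0.3002, 0.246 and 0.0730), and with the estimated correlation it called none of the lists named here (0.2099 to 0.612). The YAP target call was also lost without the filter on low genes (−0.09, adjusted p 0.0820, from 0.000110 with all 18 libraries in one fit to 0.569 by camera with the estimated correlation).

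The enteroendocrine list rose with TGFB1 at D7 after irradiation (median 0.80) and fell at D11 (−0.96). A lower share of enterocytes at D11 would raise the lists of the other cell types, so it could not give this fall. The enteroendocrine median was −0.96 while that of the Paneth list was 0.70, and fry called both. The lists thus moved apart at D11, but this comparison does not test the cause of the fall. A change in the number of enteroendocrine cells or in their expression may account for the rise at D7 and the fall at D11. Neither was tested.

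Short RNAs held the outermost term on a side of each interaction: Mir8091 (6.88, adjusted p 0.0414, from 0.0114 to 0.0775 over its alternatives) and Snora52 (−5.86, 0.0180) with irradiation, and Snora34 (−8.20, 0.00762) with day. Mir8091 had 0, 0 and 0 FPKM with vehicle and 35.8, 0 and 36.2 with TGFB1 after irradiation, and 41.5, 0 and 27.0 with vehicle and 0, 0 and 0 with TGFB1 without it. Of 84 short RNAs tested, 72.6% (61) had a group with libraries at both 0 and more than 10 FPKM, against 2 of 11541 other genes. This is what unstable FPKM values of short RNAs would give, so these terms may come from the quantification rather than from the treatment.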

How the results depend on the processing

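Alternatives were chosen before the data were examined, except the stricter overlap of peaks, chromosomes 1 to 19 alone, UMIs rounded down and the reading of FPKM steps, which were chosen after seeing the data.

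The counts of genes called by limma stayed within 1.5 times the reported values under each scaling, filter, pseudocount and spread estimate tried. They ran from 6334 (at least 5 FPKM) to 8372 (no filter) in D7 non-IR, from 6907 to 9405 in D7 IR, from 5811 to 8487 (all 18 libraries) at D11, from 4866 (all 18 libraries) to 6413 for the interaction with irradiation and from 6009 to 8331 for that with day. A fold change of at least 2 reduced them by construction, to 956, 1484, 1574, 500 and 1880 genes. Leaving out one library gave 7218 to 7596, 8100 to 8265, 6464 to 7591, 5683 to 5914 and 6937 to 7715 genes. Splits of 3 against 3, of which there are only 10, cannot by themselves exclude chance for the counts within a table. The real split called 7732 genes in D7 non-IR (highest other split 4), 8495 in D7 IR (2) and 7335 at D11 (1), each as the 1 largest of the 10. Simulations at the spread of these tables called 6, 1 and 5 unchanged genes. This argues against chance variation of single genes as the source of most calls.

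The replicate numbers do not pair samples: same-numbered libraries of the groups of a table correlated at −0.09 to 0.21 after removing group means. With the replicate block, limma called 7701, 8417, 7351, 5964 and 7396 genes, fry called 28 lists in the contrasts and 21 in the interactions, and exact sign-flip p of peaks per library were 0.5, 0.75, 0.25, 0.25 and 0.25 (paired; smallest possible 0.25).

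Of single genes and lists in the RNA tables, 1170 of 1251 values under other settings kept their direction and side of the threshold, 64 lost the call (44 of them by camera with estimated and 10 with preset correlation), 12 gained it and 5 reversed. On leaving out a library, 1210 of 1239 kept it, 15 lost it, 9 gained it and 5 reversed. Under quantile normalization Fabp1 in D7 IR reversed to −0.53 (adjusted p 6.81e-07, up to 0.624 over its alternatives, 0.0687 as reported), the enterocyte list in D7 IR to a median of −0.19, Mki67 at D11 to 0.0185 and the Paneth list in the interaction with day to 0.31. With at least 5 FPKM the goblet list in the interaction with irradiation reversed to 0.00327, with fewer genes in the list. Without D7 non-IR TGFB1 replicate 1 the stem list in D7 non-IR reversed to −0.0312 (range over libraries left out −0.0312 to 0.0777). Mki67 at D11 was 0.12 without vehicle replicate 1 and 0.06 without TGFB1 replicate 1 (range −0.11 to 0.12). The Paneth list in the interaction with day was 0.0414 without D11 TGFB1 replicate 2 and 0.00193 without D7 IR vehicle replicate 1 (range −0.15 to 0.0414). None of these values but Fabp1 under quantile normalization passed its test, and the cause was not tested.

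Calls of lists that changed were stem in D7 non-IR (gained with a pseudocount of 0.1 FPKM, with no filter and with the replicate block, adjusted p 0.0155, up to 0.976 over its alternatives), enterocyte in D7 IR (lost with all 18 libraries, adjusted p 0.576, and with quantile normalization, 0.734, from 0.000850 over its alternatives, and without D7 IR TGFB1 replicate 2, 0.0669), enterocyte at D11 (adjusted p 0.0402; lost with the replicate block, 0.0727, from 4.08e-05 to 0.619 over its alternatives, and without D11 vehicle replicate 2 or any one of the D11 TGFB1 libraries, from 0.00602 to 0.136 over the libraries left out), p53 target in D7 non-IR, goblet and tuft at D11 (gained with all 18 libraries, p53 target also without D7 non-IR TGFB1 replicate 1, goblet without D11 vehicle replicate 3 and tuft with no filter), goblet in the interaction with irradiation (gained without D7 IR TGFB1 replicate 3 or D7 non-IR TGFB1 replicate 1) and the regenerative list in the interaction with day (gained with quantile normalization, adjusted p 0.0284, up to 0.998 over its alternatives). Of genes, Fabp1 in D7 IR was also called with the replicate block (adjusted p 0.0438, from 6.81e-07 to 0.624 over its alternatives) and without vehicle replicate 3 and without TGFB1 replicate 2 (adjusted p 0.0341 and 0.0308, from 0.0308 to 0.187 over the libraries left out). The cause was not tested. The Mir8091 term with irradiation was lost in several settings and on leaving out libraries (adjusted p 0.0542 to 0.0896, against 0.0114 to 0.0775 over all its settings and 0.00740 to 0.0896 over all libraries left out).

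Apart from the fold limit on genes, the largest moves were in counts of ATAC regions. With the 50% of each list that had the higher scores, gained regions were 395 in D7 non-IR, 246 in D7 IR, 292 at D11 and 2176 for D11 against D7 vehicle, and lost ones 106, 412 and 838 in the TGFB1 contrasts and 559 for irradiation. By construction fewer peaks entered. With equal numbers of peaks per library, which by construction push gained and lost towards balance, gained regions were 357 in D7 non-IR, 253 for irradiation and 755 for D11 against D7, and lost ones 312 in D7 non-IR, 743 at D11, 433 for irradiation and 454 for D11 against D7. The differences in similarity were then 0.0284 in D7 non-IR, 0.0468 in D7 IR, 0.0674 at D11, 0.02999 for irradiation and 0.0624 for D11 against D7, against 0.0287, 0.0421, 0.0539, 0.0345 and 0.102 with all peaks. With 2 of 3 libraries sufficing, which by construction admits more regions, gained were 3003, 1625, 1860, 767 and 9674, and lost 871, 2340, 5433, 2593 and 251. The planned overlap of 50% cannot change a call, since every peak lies within its own merged region.

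Leaving out a library also lowers what is required. Gained regions were then 953 to 2004 in D7 non-IR (highest without TGFB1 replicate 3), 580 to 1014 in D7 IR, 733 to 1192 at D11, 211 to 378 for irradiation and 3927 to 8734 for D11 against D7 (highest without D11 vehicle replicate 3). In D7 IR the excess of losses rested on single libraries: without TGFB1 replicate 2 there were 943 gained and 953 lost, and without TGFB1 replicate 3 the direction reversed (1014 gained, 950.0 lost). The cause was not tested. Lost regions were 309 to 654 (highest without D7 non-IR TGFB1 replicate 1), 950.0 to 1622, 1729 to 4851 (highest without D11 vehicle replicate 3), 1288 to 1522 and 51 to 130. Differences in peaks per library were 626 (without D7 non-IR TGFB1 replicate 1) to 6167 (without TGFB1 replicate 3), −4035 (without D7 IR TGFB1 replicate 1) to −219 (without TGFB1 replicate 2), −11999 (without D11 vehicle replicate 3) to −2716 (without vehicle replicate 2), −4267 to −2688 and 11338 to 20621. Differences in similarity were 0.0172 to 0.0467, 0.0353 to 0.0549, 0.0381 to 0.0762, 0.0189 to 0.0532 and 0.0709 to 0.139.

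In the Ki67-RFP comparison edgeR called 5314 genes with RLE factors, 5003 with library totals, 6265 with no filter, 4930 with all barcodes, 5704 with at most 10% mitochondrial UMIs, 5265 with doublets removed and 5358 with UMIs rounded down (5253 shared). DESeq2 called 3029, all shared, and left 15473 genes without an adjusted p. The cause of the lower count was not tested. Of the named genes, 151 of 160 values kept their call and 9 lost it. The regenerative median was 3.10 without IR replicate 2 and 3.95 without IR replicate 1. In the single-cell values, 583 of 792 moved by less than their interval, 208 by more (69 without thinning, 57 with thinning to 1000 UMIs, 37 with means over cells, 29 with other Leiden resolutions) and 1 reversed: Fabp1 at 15 h had a log2 ratio of −0.0517 with the mean over cells. With that mean the regenerative list at 6 h had a median of 0.0393.

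The spread between libraries and the missing genome build limit these results as follows. At the spread of the D11 table a 1.5-fold change was recovered in 44% of simulated genes, against 94 and 86% in the D7 tables, so smaller counts of calls at D11 do not show fewer changes. For the Ki67-RFP comparison 4% of 2-fold changes were recovered at a simulated dispersion of 0.05. The dispersion of the fit was lower (0.0171), so this share does not describe what the comparison could find. Planned links of regions to genes within 50, 10 and 100 kb and planned motif shares were not run, because the build of the peaks is not given in the sources used here and no genome was used here.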

Other observations

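The test of smooth muscle markers was written before its values were seen. Equal numbers of peaks, thinning to 2000 UMIs and the clusters were planned, but their use as tests and all other tests in this part were chosen only after the results were seen.

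Myl9 fell with TGFB1 at D11 from 75.2 to 1.296 FPKM. Smooth muscle cells among the vehicle organoids would bring their other abundant transcripts. The highest of these in the D11 vehicle libraries was Tagln with 0.358 FPKM, followed by Acta2 with 0.159 FPKM, and Acta2 was higher with TGFB1 (1.53 FPKM). This argues against such cells as the source. A change within the epithelial cells may lie behind the fall of Myl9 and was not tested.

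In each of the ATAC contrasts the group with more peaks also had more regions of its own (5 of 5), so a difference in the number of peaks called per library cannot be told apart from a gain or loss of accessible regions. Equal numbers of peaks push gained and lost regions towards balance by construction, so the balance they gave in D7 IR (572 gained, 562 lost) and at D11 (746 gained, 743 lost) does not decide this. A smaller excess in the same direction was left in D7 non-IR (357 gained, 312 lost), for irradiation (253 gained, 433 lost) and for D11 against D7 vehicle (755 gained, 454 lost). The real split gave more regions of either kind than the others: 1004 against 396 in D7 non-IR, 1211 against 430 in D7 IR, 2248 against 1203 at D11, 1000 against 313 for irradiation and 3678 against 713 for D11 against D7 vehicle. It was the 1 largest of 10 splits in each contrast, and 10 splits cannot exclude chance. Regions gained with TGFB1 at D11 were present in 26.1% of the D7 non-IR TGFB1 libraries on average and in 2.05% of the vehicle libraries, and in 14.1 and 3.27% in D7 IR. Those gained in D7 non-IR were in 31.0 and 17.2% in D7 IR and in 67.5 and 62.6% at D11. Those gained in D7 IR were in 74.4 and 46.7% in D7 non-IR but in 78.4 and 78.7% at D11.

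Rps13-ps1 rose from 1.13 to 1232 and 888 CPM in the irradiated Ki67-RFP libraries. The sum of Rps13 and Rps13-ps1 had a ratio of irradiated to non-irradiated libraries of 1.01, while Rps13 alone had 0.515, which is what reads shared between them and assigned differently would give. For Rps15a and Rps15a-ps8 the sum had a ratio of 0.862. If only some cell types had responded, some clusters would have kept the pseudogene's share of the non-irradiated library (0.0530% of the sum). The lowest share of a cluster of at least 20 cells in the irradiated libraries was 28.5%, and the lowest bound of the exact binomial intervals of all these clusters was 19.05%, which argues against this. The share ranged over 17.3 points among the clusters of at least 20 cells of irradiated replicate 2, where the lowest value came from a cluster with few UMIs of either gene, and over 7.27 points in replicate 1. A limit of 100 UMIs, chosen after these shares were seen, gave 7.22 points in replicate 2. Larger clusters also differed beyond counting error, from 38.5% (36.9 to 40.2) to 45.8% (44.6 to 47.0) in replicate 2 and from 51.1% (50.1 to 52.0) to 56.7% (55.9 to 57.5) in replicate 1. Whether the size of the rise differs between cell types stays open, because the share also moves with the assignment of reads, from which the rise itself may come.

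Fractional UMI values, which the matrices hold where a UMI was shared between genes, were more common at 24 h (12.0% of UMIs against 9.12% at 0 h) and in the irradiated Ki67-RFP libraries (22.0 and 20.6% against 14.4%). Of 1783 genes with at least 100 UMIs in each library and a mean share of 5 to 95%, 304 had a share more than 20 points higher at 24 h than at 0 h (12 more than 20 points lower), against 0 genes at 6 h and at 15 h. A value of a cell counts whole when any part of it is fractional, so the share of a gene rises with its UMIs per cell. It cannot be told apart whether more RNA of genes whose reads are shared lies behind this, since no test at equal depth was made. In the irradiated Ki67-RFP libraries 557 and 491 genes rose by as much, while irradiated replicate 2 was as much higher than replicate 1 in 6 genes and lower in 11. The median share over these genes was 15.4, 12.6, 15.5 and 26.5% at 0, 6, 15 and 24 h, and 21.7, 41.3 and 39.3% in the Ki67-RFP libraries. A difference in sequencing or read assignment between libraries may lie behind it. It falls on the same libraries as the treatment, so it stays open, as does treatment itself. Rps13 went from 18.2 to 47.2% from 0 to 24 h and from 29.3 to 94.3 and 94.4% in the Ki67-RFP libraries, while Clu, Cym, Anxa1 and Fabp1 held 0% fractional UMIs, so their values do not rest on shared UMIs. Lgr5 did hold them (18.1% at 0 h and 37.9% at 24 h, and 24.3, 47.4 and 46.8% in the Ki67-RFP libraries), as did Lyz1 (4.30, 9.77 and 43.9% in the Ki67-RFP libraries). Il1rn held 100% with 3 UMIs in the non-irradiated library but 1.44 and 11.3% in the irradiated ones, so most of its rise lies in UMIs that were not shared.

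A cluster led by small nuclear RNAs held 0.989, 0.304, 1.94 and 17.3% of cells at 0, 6, 15 and 24 h. At 24 h they had a median of 5685 UMIs against 12590 in the other cells. A similar cluster was present in the irradiated Ki67-RFP libraries. Cells that had lost cytoplasm would have fewer UMIs and more Malat1. Malat1 was 2.56 to 2.97 times as high as in the other cells at 0, 15 and 24 h (not compared at 6 h, with 13 cells) but 1.31 and 1.62 times as high in the Ki67-RFP libraries. A damaged state could give this, but no limit for Malat1 was set beforehand, so it cannot be told apart from a state of intact cells.

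More organoid cells had a Clu UMI after TGFB1. Free RNA would give all classes a like share, whereas 55.0% of stem-like and 6.87% of enterocyte-like cells had one at 15 h, at like depths. More UMIs per cell would not outlast thinning, after which 41.7% had one at 24 h against 1.81% at 0 h. The thinned shares argue against UMIs per cell. The classes depend in part on the response, since Cym, which rose with TGFB1, led the larger stem-like cluster. An unnamed cluster with 12 of 12 enterocyte markers raised held 30 cells at 0 h and 517 at 15 h. It lies outside the enterocyte-like class. The class shares argue against free RNA only as far as the classes do not follow the response, which was not tested. With 1 library per time point, a difference between cultures stays open.

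Cells of irradiated and non-irradiated Ki67-RFP libraries lay in separate clusters: of 11 clusters with at least 20 cells, 9 drew over 90% of their cells from 1 group. The goblet-like cluster mixed them (69 non-irradiated and 58 irradiated cells), and so did a Paneth-like cluster (25 and 6 cells). A difference between the libraries other than irradiation, such as the strainer (70 µm for non-irradiated and 100 µm for irradiated crypts, per the labels) or the assignment of shared reads, cannot be told apart from irradiation, since the groups share no library.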
